A study of Homo sapiens with 6 samples. Its data were reported in "MED12 and CDK8/19 Modulate Androgen Receptor Activity and Enzalutamide Response in Prostate Cancer" (2024).

How the data were processed

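RNA-seq was performed on 6 libraries of 22Rv1 cells, 3 transfected with siCtrl and 3 with siMED12, and groups and replicate numbers were taken from the labels. Per the labels and the study's methods, poly(A) RNA was captured and strand-specific libraries were prepared and sequenced by a service provider, and the authors aligned and counted reads in R with the Rsubread package against the GRCh38 assembly with a Gencode annotation. The version of Rsubread, the handling of reads that match several places and the use of strand in counting were not stated. The deposited counts are raw read counts per gene for 62703 genes. Reads that match both a gene and a near-identical copy, or that fall where genes on opposite strands overlap, could therefore be lost or assigned to either, which affects pseudogenes, paralogs and overlapping genes. The deposited log2 CPM values cover 17901 genes. They were recomputed from the deposited counts with edgeR's expression filter, TMM scaling and a prior count of 2, and differed by at most 4.96e-09, so that no batch correction is contained in them.

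Differential expression was tested with edgeR version 4.0.16 in R version 4.3.3 on the deposited counts. Genes were kept by edgeR's expression filter on the 2 groups (17901 genes), library sizes were recomputed, TMM factors were applied, and the quasi-likelihood F-test was used with the package's default settings. P-values are two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The design held the treatment only, because the study's methods name edgeR and state no blocking term. A legend in the study describes a heatmap of these cells as corrected for batch without naming the batch, so the authors may have treated one, and the unblocked fit need not be theirs. Standard errors of log2 fold changes were derived from the fold change and the F statistic. CPM values are counts scaled to library sizes adjusted by TMM. The study tested gene sets with camera, so camera was used here with a preset inter-gene correlation of 0.01 and adjustment over 10 lists. The S phase and G2M lists are those of the Seurat package. The other 8 were written from general knowledge and were not checked against a published collection, so they are not the hallmark sets the study used. The lists overlap in part: MYC targets 1 and 2 share 18 genes. MYC targets 1 shares 9 with S phase, 3 with oxidative phosphorylation and 1 with G2M, and MYC targets 2 shares 3 with S phase. Androgen response shares 5 with sterol synthesis, 2 with MYC targets 1 and 3 with MYC targets 2.

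The labels give both groups the replicate numbers 1 to 3. Deviations from the group means of log2 CPM correlated across genes at 0.532, 0.373 and 0.643 between libraries of the same number, and at -0.460 to -0.0233 between libraries of different numbers. The numbers were therefore taken to pair the libraries, and a fit with the replicate number as a block is given wherever it changes a call or a count. No replicates of a group were duplicates of each other: the chi-square per degree of freedom between them lay between 11.2 and 46.0. Libraries of different groups were not compared in this way.

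Named genes followed a rule set before the data were examined, as were the lists, the tests and the alternatives unless stated otherwise. It comprised 14 fixed genes, the 5 largest increases and 5 largest decreases among genes with an adjusted p below 0.05, a mean of at least 10 CPM and groups that did not overlap (chance alone separates 3 against 3 libraries in 10% of genes), and up to 3 members of the androgen list in each direction with an adjusted p below 0.05 and a mean of at least 10 CPM. Results for some of the fixed genes are not reported here. Other genes were named after their values were seen. Gene coordinates, types and transcripts came from Gencode release 44 (GRCh38), a later release than the study's on the same assembly, in which 99.9% of the counted genes had an entry.

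Alternatives were DESeq2 size factors, library size only, the DESeq2 Wald test (version 1.42.0), limma-trend on the deposited log2 CPM (version 3.58.1), other filters, stricter thresholds, protein-coding genes only, the replicate block and leaving out each library. Chosen after seeing the data were edgeR's newer quasi-likelihood method (its values and those of the default had both been seen when the default, as fixed beforehand, was kept for the primary result), the same alternatives within the blocked fit, and a correction for GC content and transcript length, in which a loess trend (span 0.5) per library entered the blocked fit as an offset (17881 of the tested genes had both values). The window around KLK3 extended 400000 bases to either side, and shared sequence between transcripts was measured as the percent of 50-base stretches of one found in the other. The procedure was tested on simulated data for 17581 genes with 200 changed 2-fold and replicate differences as observed. The unblocked fit called 32.5% of the changed genes and 0 unchanged genes, and the blocked fit called 80.0% and 10 unchanged genes. The simulated pairs shared their replicate means, and the dispersions came from the blocked fit. The simulation therefore favoured the block by design and cannot show that the block was right for the real data. It also did not cover changes smaller than 2-fold, which make up most of the blocked calls.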

Results

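The data were full-transcriptome RNA-seq libraries of poly(A) RNA from 22Rv1 cells, a human prostate cancer cell line. Cells were transfected with 25 pmol of a non-targeting small interfering RNA pool (siCtrl, n = 3) or of a pool directed against MED12 (siMED12, n = 3), 24 hours after seeding. The medium was changed 6 hours later, and RNA was taken 3 days after transfection. MED12 is a subunit of the Mediator complex, which links transcription factors to RNA polymerase II, and belongs with MED13, cyclin C and CDK8 to the complex's kinase module. The libraries held between 16136699 and 17012788 counts assigned to genes, so that depth differed little between them. Between 25802 and 27404 genes had at least 1 count in a library. Mitochondrially encoded genes took 4.43% of the counts in siCtrl replicate 1 (95% Wilson interval 4.42% to 4.44%), 6.31% in replicate 2 (6.29% to 6.32%) and 10.0% in replicate 3 (9.98% to 10.01%). The shares in siMED12 were 4.79% (4.78% to 4.80%), 6.03% (6.02% to 6.04%) and 10.1% (10.09% to 10.12%), and so followed the replicate number rather than the treatment. These intervals cover counting error only.

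The first question was whether the libraries labelled siMED12 held less MED12 mRNA. MED12 (ENSG00000184634.17; chromosome X, 71118543 to 71144103, plus strand, GRCh38; all exons of the gene were counted together) had 67.8, 77.7 and 72.6 CPM (counts scaled to library size) in the siCtrl libraries and 23.9, 14.97 and 30.1 CPM in the siMED12 libraries. The mean fell from 72.7 CPM ± 4.99 (SD, n = 3) to 22.99 CPM ± 7.61 (SD, n = 3), with every siMED12 library below every siCtrl library. Within pairs of the same replicate number the change was -64.8%, -80.7% and -58.5%. The log2 fold change was -1.66 (SE 0.23) with an adjusted p of 0.0314 in edgeR's quasi-likelihood test. Without siCtrl replicate 2 the log2 fold change was -1.61 and the adjusted p 0.186, the highest among the 6 fits that each left out a library, and in 4 of those fits the adjusted p was above 0.05.

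**Figure D1:**
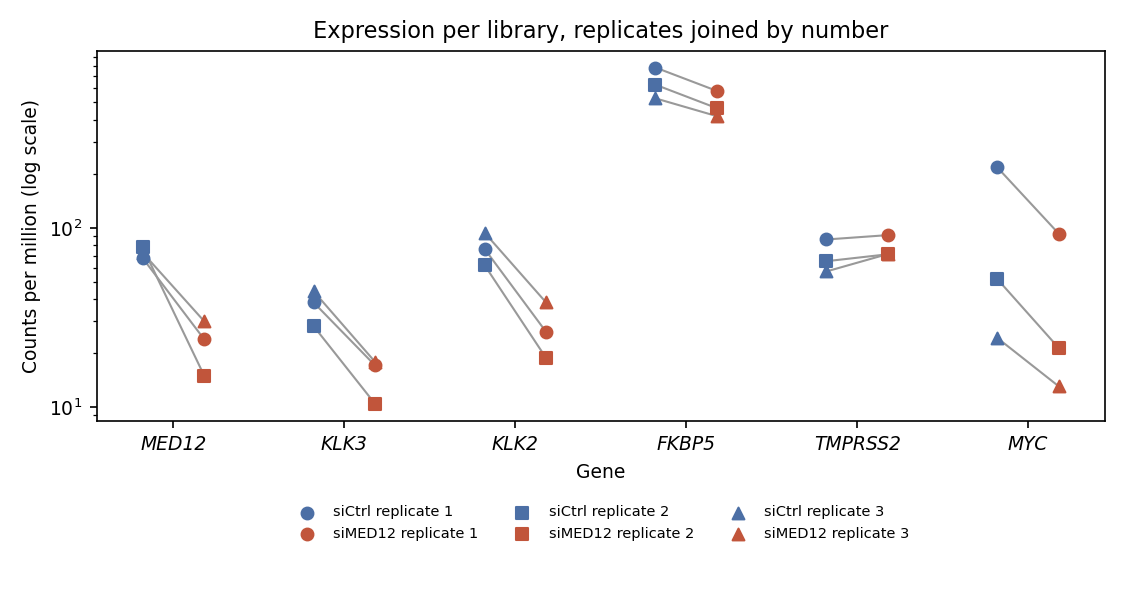
Expression of 6 genes in each library in CPM (log axis), with siCtrl in blue, siMED12 in red and a line joining libraries of the same replicate number. MED12, KLK3, KLK2, FKBP5 and MYC were lower in siMED12 in all 3 pairs and TMPRSS2 was higher in all 3, while MYC ranged from 24.3 to 217 CPM among the siCtrl libraries.

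Other subunits of the kinase module changed less. The log2 fold change was 0.19 (SE 0.17) for MED12L, 0.23 (SE 0.22) for MED13, 0.32 (SE 0.19) for MED13L, -0.04 (SE 0.20) for CDK8, -0.07 (SE 0.11) for CDK19 and 0.09 (SE 0.11) for CCNC, and the adjusted p-values (edgeR) lay between 0.461 and 0.963. With the replicate number as a block, MED13 (log2 fold change 0.24, adjusted p 5.32e-05) and MED13L (0.33, adjusted p 2.1e-07) passed an adjusted p of 0.05, as CDK19 did with the block and a correction for GC content and transcript length (-0.14, adjusted p 0.0065). The same correction lowered the log2 fold change of MED13 to 0.14 (adjusted p 0.0105) and that of MED13L to 0.25 (adjusted p 1.21e-05). The log2 fold change of CDK8 was 0.0073 with library size only. MED13L was higher by 24.04%, 16.96% and 39.1% in the 3 pairs. The exons of MED12L, MED13L and CCNC overlap genes on the opposite strand (by 1306, 212 and 733 bases in all), and whether the counting used the strand was not stated, so their counts may include reads of those neighbours.

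The second question was how many genes differed between siMED12 and siCtrl. Of 17901 genes tested, 27 were higher and 74 lower in siMED12 at an adjusted p below 0.05 (edgeR, no block), and 2789 had an unadjusted p below 0.05. Libraries with the same replicate number deviated together, and the first principal component, with 37.7% of the variance, separated the replicate numbers, whereas the second, with 26.9%, separated the treatments. With the replicate number as a block, 3058 genes were higher and 2908 lower, and all 101 genes called without the block were among them in the same direction. The common dispersion fell from 0.0368 to 0.00228 with the block. Most of the blocked calls were small changes: 175 genes were higher and 187 lower by more than 1 on the log2 scale, against 13 and 21 without the block. Among the alternatives without the block, the DESeq2 Wald test moved the number of calls most, to 319 higher and 482 lower. In the unblocked fits that left out a library, which compare 5 libraries, no gene passed when siCtrl replicate 1 or 2, or siMED12 replicate 1 or 2, was left out (2313, 2017, 2290 and 2035 genes then had an unadjusted p below 0.05), whereas 42 genes passed without siCtrl replicate 3 and 37 without siMED12 replicate 3. The fold changes moved less than the calls: across these 6 fits the log2 fold change ranged from 1.31 to 1.56 for FREM2, from -1.76 to -1.66 for DDN and from -1.17 to -0.99 for KLK4.

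**Figure D2:**
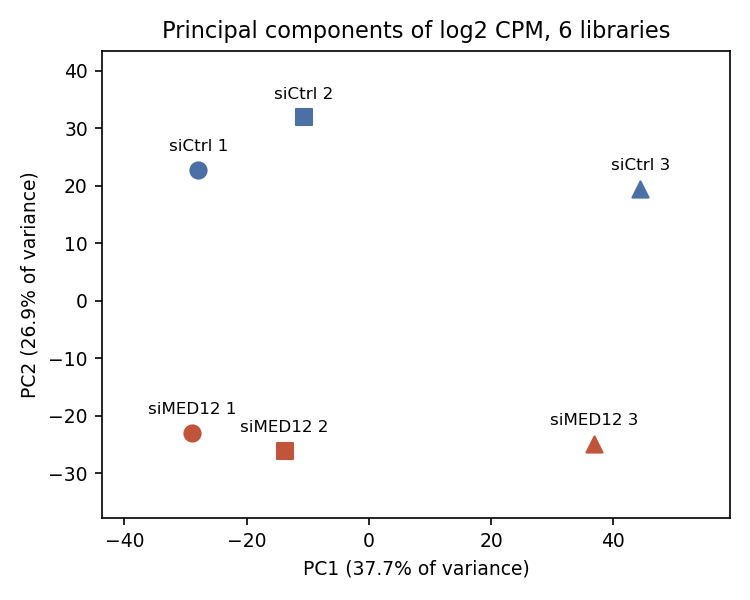
The 6 libraries on the first and second principal components of their log2 CPM values, with siCtrl in blue, siMED12 in red and marker shape giving the replicate number. Libraries of the same number lie close together along the first component (37.7% of variance) and the treatments part along the second (26.9%).

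Of the genes past an adjusted p of 0.05 without the block, with a mean of at least 10 CPM and with the 3 siMED12 libraries on the same side of the 3 siCtrl libraries, 21 were higher and 68 lower. The 5 with the largest increase were FREM2 (log2 fold change 1.45, SE 0.16, adjusted p 0.0271), CDH17 (1.31, SE 0.20, adjusted p 0.0419), FRY (1.10, SE 0.16, adjusted p 0.0375), LAMA3 (1.09, SE 0.18, adjusted p 0.045) and SLITRK5 (1.07, SE 0.11, adjusted p 0.0271). FREM2 (ENSG00000150893.11; chromosome 13, 38687077 to 38887131, plus strand) rose from 16.7 CPM ± 2.52 to 45.6 CPM ± 6.62 (SD, n = 3 each), and CDH17 (ENSG00000079112.10; chromosome 8, 94127162 to 94217303, minus strand) from 12.5 CPM ± 3.01 to 31.1 CPM ± 3.57 (SD, n = 3 each). The 5 with the largest decrease, leaving out MED12, were DDN (log2 fold change -1.71, SE 0.15, adjusted p 0.0159), STC2 (-1.51, SE 0.22, adjusted p 0.0385), SMOC1 (-1.49, SE 0.24, adjusted p 0.0445), WNT10B (-1.46, SE 0.19, adjusted p 0.0297) and GAL (-1.45, SE 0.16, adjusted p 0.0271). DDN (ENSG00000181418.8; chromosome 12, 48995149 to 48999375, minus strand) fell from 26.1 CPM ± 1.65 to 7.98 CPM ± 0.636 (SD, n = 3 each), and its exons overlap genes on the opposite strand by 579 bases. Overlaps of 51 bases for FREM2, 971 for FRY (mostly on the same strand) and 270 for SLITRK5 leave part of their counts uncertain as well. LAMA3 and SMOC1 lost significance when library size alone was used for scaling (adjusted p 0.0558 for each).

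The third question concerned the androgen response. KLK3 (ENSG00000142515.16; chromosome 19, 50854915 to 50860764, plus strand), which encodes prostate-specific antigen, fell from 36.9 CPM ± 8.08 to 15.1 CPM ± 4.08 (SD, n = 3 each), with changes of -55.5%, -63.2% and -59.7% in the 3 pairs. Its log2 fold change was -1.29 (SE 0.24) with an adjusted p of 0.0617 without the block and 5.12e-15 with it. KLK2 (chromosome 19, 50861568 to 50880567, plus strand) fell from 77.4 CPM ± 16.03 to 27.8 CPM ± 9.86 (SD, n = 3 each; log2 fold change -1.48, adjusted p 0.0537 without the block and 2.36e-19 with it). The DESeq2 Wald test without the block called both KLK3 (adjusted p 3.76e-05) and KLK2 (2.72e-06). FKBP5 (chromosome 6, 35573585 to 35728583, minus strand) changed by -26.0%, -26.1% and -20.5% (log2 fold change -0.41, SE 0.17, adjusted p 0.296 without the block and 3.64e-11 with it). TMPRSS2 (chromosome 21, 41464300 to 41531116, minus strand) went the other way, by 5.78%, 9.32% and 25.2% (log2 fold change 0.17, SE 0.17, adjusted p 0.718 without the block and 0.0176 with it). Its exons share 562 bases with MX1 on the opposite strand.

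The androgen response list had 99 tested members with a median log2 fold change of -0.06, of which 60 were below 0. It was lower in siMED12 by camera (adjusted p 0.00426 over the 10 lists). Its median was below 0 in all 3 pairs (-0.10, -0.08 and -0.05), also with library size only, where it came close to 0 (-0.07, -0.01 and -0.03). The call did not hold under camera with an estimated correlation (adjusted p 0.523) or under fry (0.233), nor without siMED12 replicate 3 (0.0777). Without the members shared with the sterol and MYC lists the adjusted p was 0.0183. At an adjusted p below 0.05 over all genes, 1 member was higher (PTPN21, chosen for naming after its values were seen; log2 fold change 1.45, adjusted p 0.0417, mean 9.39 CPM) and 1 was lower (FADS1; log2 fold change -0.51, SE 0.08, adjusted p 0.0442), whereas adjusted over the list alone the counts were 2 and 7. With the block, 15 members were higher and 37 lower over all genes, and 17 and 38 adjusted over the list alone. FADS1, the member that met the naming rule, fell from 245 CPM ± 8.21 to 172 CPM ± 6.40 (SD, n = 3 each), and its exons overlap FADS2 and a microRNA gene by 570 bases.

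The fourth question concerned MYC. MYC mRNA (ENSG00000136997.22; chromosome 8, 127735434 to 127742951, plus strand, sharing 194 exonic bases with CASC11 on the opposite strand) was 217, 51.7 and 24.3 CPM in siCtrl and 92.5, 21.3 and 13.02 CPM in siMED12. It changed by -57.4%, -58.8% and -46.3% within pairs. The log2 fold change was -1.21 (SE 0.89) with an adjusted p of 0.586 without the block, and -1.18 (SE 0.07) with an adjusted p of 3.91e-17 with it. Without siCtrl replicate 1 the unblocked log2 fold change was 0.14, so that its direction in that fit rested on 1 library. MYC targets 2, a list of 58 genes, had a median log2 fold change of -0.41 with 57 members below 0 (camera adjusted p 2.53e-29), and MYC targets 1, with 200 genes, a median of -0.18 with 185 below 0 (4.84e-20). Their medians were below 0 in all 3 pairs, with library size only and DESeq2 size factors as well. Without MYC and members of the S phase and G2M lists, both remained lower (adjusted p 6.72e-29 and 3.77e-19). Over all genes, 3 members of each list were lower at an adjusted p below 0.05 and none was higher. They were SRM and NOP16 in both, with MYBBP1A in MYC targets 2 and FBL in MYC targets 1, named after their values were seen, with log2 fold changes of -0.80, -0.70, -0.70 and -0.65 (43 and 71 were lower and none higher at an unadjusted p below 0.05). Adjusted over the list alone, 41 members of MYC targets 2 and 36 of MYC targets 1 were lower. With the block, 51 members of MYC targets 2 were lower and 1 higher over all genes (53 and 1 adjusted over the list alone), and 135 of MYC targets 1 were lower and 1 higher (144 and 2).

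**Figure D3:**
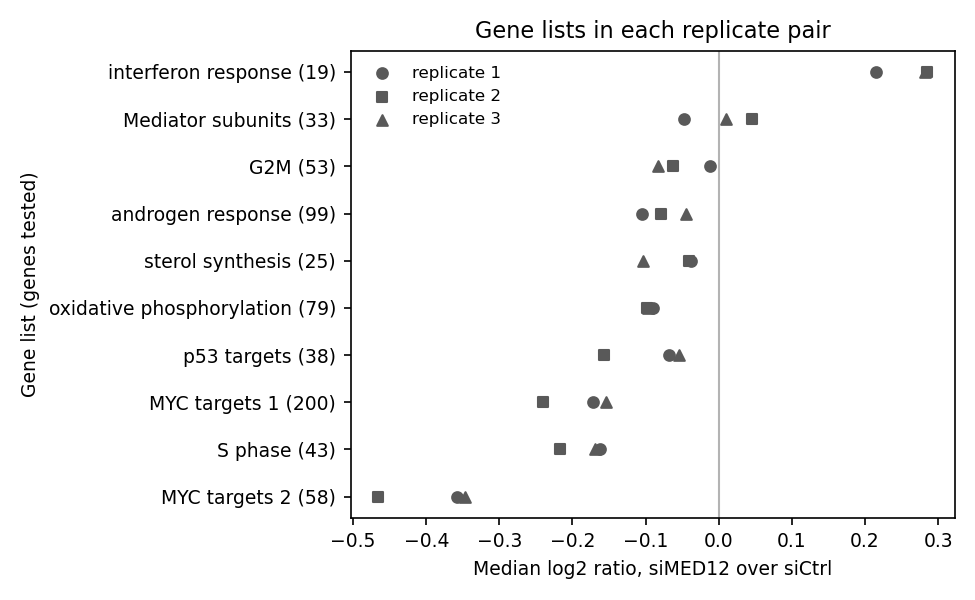
Median log2 ratio of siMED12 over siCtrl for the tested genes of each of the 10 lists (number of genes in parentheses), with a marker for each replicate pair. The MYC targets 2 list lies between -0.47 and -0.35 and the interferon response list between 0.22 and 0.29 (TMM scaling), and the Mediator subunits lie on both sides of 0.

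Among the other 7 lists, camera called S phase (median log2 fold change -0.20, adjusted p 1.18e-07), oxidative phosphorylation (-0.09, adjusted p 0.00147) and G2M (-0.06, adjusted p 0.011) lower and interferon response higher (0.16, adjusted p 0.011), each with all 3 pair medians on the same side of 0 under TMM. With library size only this held for S phase, oxidative phosphorylation and interferon response, whereas the G2M pair medians were 0.02, 0.01 and -0.07. Camera made no call for p53 targets (-0.11, adjusted p 0.101), sterol synthesis (-0.06, adjusted p 0.767) or Mediator subunits (-0.02, adjusted p 0.849, with a median of 0.02 under library size only). Under camera with an estimated correlation, none of the 7 camera calls held, and their adjusted p-values ranged from 0.102 to 0.532. Under fry, the calls for MYC targets 2, interferon response, MYC targets 1, oxidative phosphorylation and S phase held, with adjusted p-values from 0.00844 to 0.0487, and those for androgen response and G2M did not. G2M also lost its call without siCtrl replicate 2 (0.0807) or siMED12 replicate 3 (0.398), and interferon response without siCtrl replicate 3 (0.0847). The p53 list gained a call without siCtrl replicate 3 (0.00115) or siMED12 replicate 2 (0.00857). Over all genes without the block, 1 member each of the G2M (HMGB2, log2 fold change -0.50), p53 (GDF15, -1.44) and Mediator (MED12) lists was lower at an adjusted p below 0.05, the first and second named after their values were seen, and adjusted over the list alone it was also 1 each. The S phase list had 0 members over all genes and 4 lower adjusted over the list alone (13 at an unadjusted p below 0.05), the interferon list 0 and 1 higher (5 unadjusted), and the sterol list 0 and 1 higher (2 higher and 1 lower unadjusted). The oxidative phosphorylation list had 0 in both counts (8 lower unadjusted). With the block the counts over all genes rose to 29 lower and 0 higher for S phase, 27 lower and 0 higher for oxidative phosphorylation, 13 lower and 1 higher for G2M, and 7 higher and 0 lower for interferon response. They were 10 lower and 6 higher for p53 targets, 8 lower and 4 higher for sterol synthesis, and 3 lower and 6 higher for Mediator subunits. Adjusted over the list alone with the block, S phase had 30 lower, p53 targets 12 lower, sterol synthesis 5 higher and interferon response 1 lower, and the other counts were the same.

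Genes around KLK3 were then examined, a choice made after the values of the kallikrein genes were seen. Between positions 50454915 and 51260764 of chromosome 19, 23 genes were tested. With the block, 21 of them had a log2 fold change below 0 (19 with library size only and 22 with DESeq2 size factors) and 11 were lower at an adjusted p below 0.05 (2 without the block, KLK1 and KLK4). KLK4 (chromosome 19, 50906351 to 50911395, minus strand) had the highest level of the kallikrein genes and fell from 379 CPM ± 20.1 to 178 CPM ± 26.98 (SD, n = 3 each; log2 fold change -1.09, SE 0.12, adjusted p 0.0271 by edgeR without the block). KLK1 fell from 77.1 CPM ± 2.93 to 45.04 CPM ± 3.35 (SD, n = 3 each; log2 fold change -0.78, SE 0.10, adjusted p 0.0297). Among genes outside the kallikrein family, C19orf48 fell from 417 CPM ± 82.6 to 254 CPM ± 55.9 (SD, n = 3 each; log2 fold change -0.72, adjusted p 0.123 without the block and 2.2e-17 with it), whereas EMC10 was higher (log2 fold change 0.29, adjusted p 0.247 without the block, and 0.28, adjusted p 1.95e-06 with it).

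**Figure D4:**
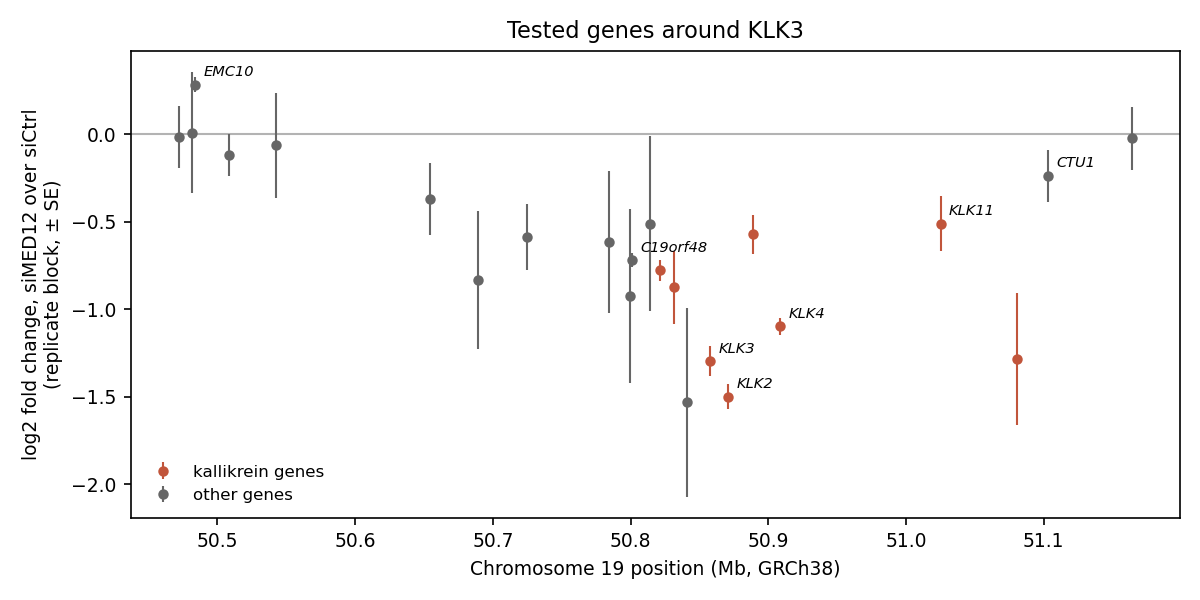
Log2 fold change of siMED12 over siCtrl with the replicate block (points, with bars of 1 standard error) for the 23 tested genes around KLK3, by position on chromosome 19 in megabases (GRCh38), with kallikrein genes in red and others in grey. All 8 kallikrein genes and 13 of the 15 others lie below 0 (8, and 11 of the others, when scaled by library size only).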

Values the study reported

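In 22Rv1 spheroids, the study measured androgen-responsive genes by quantitative reverse transcription PCR after MED12 knockdown and reported a change of −65% for KLK3, −49% for FKBP5 and −26% for TMPRSS2 mRNA. PSA secreted into the medium of 22Rv1 cells grown in 2D was reported to change by −66%.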

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

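The newer quasi-likelihood method, the GC and length correction, and the alternatives within the blocked fit were chosen after seeing the data. Of 277 alternative values for the 14 counts and list tests, 205 kept the direction and the side of the threshold, or stayed within 1.5 times the count. Of 495 for the 33 named genes, 380 did, 73 lost the call, 36 gained it and 6 changed sign.

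The numbers of genes higher and lower, 27 and 74, became 3058 and 2908 with the replicate block and 2652 and 3189 with the block and the GC and length correction. They became 319 and 482 with the DESeq2 Wald test, 186 and 290 with no filter beyond 1 count, and 75 and 176 among protein-coding genes only. They became 34 and 118 with a mean of at least 1 CPM, and 31 and 49 with library size only, where the share of calls that were higher moved from 26.7% to 38.8%. An adjusted p below 0.01 left 0 and 0 (2789 genes had an unadjusted p below 0.05), and an absolute log2 fold change above 1 left 13 and 21. Stricter thresholds can only lower a count, but the fall to 0 was a result of the unblocked fit. With the block, an adjusted p below 0.01 left 2120 higher and 2156 lower. Across the 6 fits that each left out 1 library, the counts ranged from 0 to 8 higher and from 0 to 37 lower. With 5 libraries the fits have fewer samples. Of the calls made without siCtrl replicate 3 or siMED12 replicate 3, 35 and 32 were among the 101. For the other alternatives the cause was not tested. All 101 genes were also called by the DESeq2 Wald test and with the block.

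With the block, the DESeq2 Wald test gave 1780 higher and 2063 lower, all among the 5966, and an absolute log2 fold change above 1 gave 175 and 187. Library size only gave 3807 and 2413, moving the share higher from 51.3% to 61.2%. Without replicate 1, 2 or 3 in both groups, the counts ranged from 2070 to 2375 higher and from 2578 to 2654 lower, and 4413, 4480 and 4636 of the genes called were among the 5966.

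Camera with an estimated correlation removed all 7 list calls, with adjusted p-values of 0.523 for androgen response, 0.173 for MYC targets 1, S phase and interferon response, 0.102 for MYC targets 2, 0.532 for G2M and 0.242 for oxidative phosphorylation. With the block, the estimated correlation gave 0.269 for androgen response and interferon response, 0.265 for MYC targets 1, 0.176 for MYC targets 2, S phase and oxidative phosphorylation, and 0.519 for G2M. Fry removed the calls for androgen response (0.233, and 0.0542 with the block) and G2M (0.253 and 0.0800). The p53 list gained a call with no filter beyond 1 count (0.0440) and with the block and the GC and length correction (0.0358). The direction of the Mediator list reversed, without a call, with the block (0.939), on ranks (0.919), and with the block under an estimated correlation (0.945) or fry (0.814). The cause of these changes was not tested. The block with preset camera changed no list call, and apart from the counts, the genes given with both values, and EEF1A1, EEF1A1P5 and FABP5, which gained a call, and the list members called, it changed no other call among the results reported.

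Across the fits that each left out a library or a pair, the adjusted p ranged from 2.33e-06 to 0.0777 for androgen response (lost without siMED12 replicate 3), and from 5.11e-04 to 0.398 for G2M (lost without siCtrl replicate 2 at 0.0807, without siMED12 replicate 3, and without pair 3 at 0.0559). It ranged from 0.00115 to 0.854 for p53 targets (gained without siCtrl replicate 3, without siMED12 replicate 2 at 0.00857, and without pair 3 at 0.0202), and from 0.00698 to 0.0847 for interferon response (lost without siCtrl replicate 3, and without pair 3 at 0.0566). For sterol synthesis it ranged from 0.112 to 0.969 and for Mediator subunits from 0.265 to 0.919, with directions that differed between fits and no call.

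Among named genes, the log2 fold change of CDK8 reversed to 0.0073 with library size only and ranged from -0.19 to 0.10 across the 6 fits that each left out 1 library. That of MYC ranged from -2.52 to 0.14 and that of MX1 from -0.27 to 0.082, both reversed without siCtrl replicate 1. The depth, from 16136699 to 17012788 counts per library, left genes near 1 CPM with wide standard errors.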

Other observations

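The tests of the non-kallikrein genes around KLK3, of shared sequence between KLK2 and KLK3, and of MX1 were chosen only after the fold changes were seen, as were the window around KLK3 and the use of the 6 comparisons of replicates within a group in the test of MYC mRNA.

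Only the real split of the 6 libraries gave calls: 1 of the 10 splits gave as many genes at an adjusted p below 0.05 as the 101 observed, and the other 9 gave 0. With the block, 1 of the 4 splits that part every pair gave as many as 5966, and the other 3 gave 0. The other 6 splits part 1 pair and keep 2 pairs whole. With 10 or 4 splits the share cannot fall below 0.05. A camera p-value as small as the real one occurred in 1 of the 10 splits for MYC targets 1, MYC targets 2 and S phase, in 2 for oxidative phosphorylation and interferon response, in 3 for androgen response, in 4 for G2M, in 6 for p53 targets, in 7 for Mediator subunits and in 10 for sterol synthesis. Among the 4 splits that part every pair, with the block, it was 1 for androgen response, MYC targets 1, MYC targets 2, S phase, G2M and oxidative phosphorylation, 2 for p53 targets and interferon response, and 4 for sterol synthesis and Mediator subunits.

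In the blocked fit, 8429 of 17901 genes differed between replicate numbers at an adjusted p below 0.05 (edgeR), against 5966 for siMED12. The former count covers differences among all replicate numbers and the latter a single comparison. The counts therefore do not rank the replicate number against the knockdown. MYC mRNA fell from 217 to 24.3 CPM between siCtrl replicates 1 and 3 while the mitochondrial share rose from 4.43% to 10.0%. A trend with GC content and transcript length could produce such sharing. After each library's trend was removed, the lowest correlation between libraries of the same number was 0.373, and 5841 genes were called with the block, so the trend removed was not the whole cause of either. What the replicate numbers mark was not stated, and culture conditions that differed between replicates remain open and untested.

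The MYC targets 2 list fell in each pair together with MYC mRNA, and lower MYC mRNA is a candidate explanation. Between siCtrl replicates 2 and 1 and replicates 3 and 1, MYC differed by -2.07 and -3.15 on the log2 scale, and between the same siMED12 replicates by -2.11 and -2.82, each more than in any pair. Between replicates 3 and 2 it differed by -1.09 in siCtrl and -0.70 in siMED12. The median of the list without MYC differed by 0.08, -0.04 and -0.14 in siCtrl and by 0.01, -0.08 and -0.07 in siMED12, in the same order. Within pairs MYC differed by -1.23, -1.28 and -0.89 and the list by -0.36, -0.46 and -0.35. These values argue against the level of MYC mRNA as the whole cause of the lower MYC targets 2 list. In the same order, MYC targets 1 differed by 0.09, -0.06 and -0.16 in siCtrl and by 0.03, -0.06 and -0.08 in siMED12, against -0.17, -0.24 and -0.15 within pairs. The 4 comparisons with the larger MYC differences argue the same way for that list, although between siCtrl replicates 3 and 2 it fell about as much as in a pair. The siCtrl and siMED12 comparisons cover the same replicate numbers, and libraries of the same number deviated together. They are therefore not independent of each other. A part of the decrease due to MYC mRNA and differences between replicates that offset the effect of MYC remain open. A change in MYC protein also remains open as a cause, since protein was not analysed here. The study reported lower MYC protein with siMED12 in this cell line, at the same time after transfection as these libraries. It also reported lower MYC mRNA in this cell line. GC content and transcript length were not the whole cause, since the adjusted p with the block after correction was 3.83e-40 for MYC targets 2 and 2.98e-08 for androgen response.

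Of the 23 tested genes around KLK3, 11 were lower and 1, EMC10, was higher at an adjusted p below 0.05 with the block, and their median log2 fold change was -0.59 (-0.42, -0.85 and -0.63 in the 3 pairs). The 15 genes outside the kallikrein family had a median of -0.37, with 3 called lower and 1 called higher, and several of them lie near 1 CPM. Of the windows of as many neighbouring genes elsewhere in the genome, 0.00579% of 17286 had a median as low as the 23 genes and 0.206% of 17494 one as low as the 15. Because the window and its width were chosen after these genes were seen to be lower, these shares describe the window and test neither chance nor reads shared between kallikrein genes as an explanation for it. For KLK2 and KLK3 alone, 0.217% of the 50-base stretches of KLK3 transcripts occurred in KLK2 transcripts, too few for reads of one gene to explain the decrease of the other. Copy number and chromatin were not analysed here.

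TMPRSS2 was higher in all 3 pairs while KLK2 and KLK3 were lower in all 3. Reads of MX1, which overlaps TMPRSS2 on the opposite strand, could raise its count. MX1 had a mean of 4.24 CPM, 50.1% of the mean gain of 8.47 CPM in TMPRSS2. That gain was 4.97, 6.07 and 14.4 CPM in the 3 pairs, and MX1 had 3.92, 4.33 and 3.94 CPM in the siMED12 libraries. The log2 fold change of MX1 with the block was -0.11 (SE 0.20, edgeR adjusted p 0.732), so reads counted for MX1 showed no clear change. Reads of MX1 counted for TMPRSS2 would be missing from these MX1 values. The values therefore cannot decide whether such reads caused the gain.

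Among 1257 processed pseudogenes tested, 172 were lower and 47 higher with the block, whereas among protein-coding genes 2535 were lower and 2764 higher. Reads shared with the parent gene may explain this: across 822 pseudogenes with a tested parent, the log2 fold changes of pseudogene and parent correlated with a Spearman rho of 0.501 (permutation p 1e-04, the smallest that 10000 permutations can give; genes are not independent replicates). Of 148 called pseudogenes with a tested parent, 143 had the sign of the parent. EEF1A1P5 had 4798 CPM in siCtrl against 1361 CPM for EEF1A1, and 85.1% of its 50-base stretches occur in EEF1A1 transcripts. FABP5P7 had 50.3 CPM against 9.37 CPM for FABP5, with 100% shared. These pseudogene counts are consistent with misassigned reads of the parent, but shared regulation was not tested.

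The change of KLK3 mRNA here was -59.5% ± 3.85 (SD, n = 3 pairs). That is a slightly smaller decrease than the value quoted from the study above, which came from spheroids at a later time and another assay. The change of FKBP5 mRNA here was -24.2% ± 3.20 (SD, n = 3 pairs). That is a smaller decrease than the value quoted from the study above. The change of TMPRSS2 mRNA here was 13.4% ± 10.3 (SD, n = 3 pairs). That is opposite in direction to the value quoted from the study above.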
